A study of Sus scrofa with 9 samples. Its data were reported in "Transcriptome analysis of coding and long non-coding RNAs highlights the regulatory network of cascade initiation of permanent molars in miniature pigs" (2017).

How the data were processed

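RNA pooled from additional molar germs of Wuzhishan miniature pigs at E50, E60 and E70 was hybridised to the Affymetrix Porcine Genome Array, with 3 arrays per stage. Stages were taken from the sample labels, all 9 arrays were used, and no array was left out of the comparisons. The authors computed 1 signal per probe set with MAS 5.0 in GeneSpring, and the deposited table gives these intensity values on a linear scale; the labels name MAS5 with no version. On every array the mean signal with 2% of the probe sets trimmed at each end was 500.1, as MAS 5.0 gives when each array is scaled to 1 target. Detection calls were not in the table, so no probe set was filtered by them. Arrays have no read depth, and their number and their signal over background limit the precision.

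Values under 1 were set to 1 and log2 was taken. Array controls (AFFX) were set aside, which left 23999 of 24123 probe sets. Gene symbols came from the platform's table of probe sets and Entrez gene numbers, and for 9961 probe sets the number was found in the RefSeq gene table of the pig. Of the genes, 2261 had several probe sets and 198 had only a provisional LOC symbol. For gene lists and named genes each gene was represented by its probe set with the highest mean signal, and its other probe sets are given where they reverse a call or a change of a studied gene that the text gives.

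The stages were compared with limma 3.58.1 in R 4.3.3. One fit of all 9 arrays (lmFit and eBayes with a constant prior, prior degrees of freedom 1.47) gave the moderated F over the 3 stages, the changes E60 minus E50, E70 minus E60 and E70 minus E50, and the difference between the steps. P-values were adjusted by the Benjamini-Hochberg method over all 23999 probe sets, and adjusted p under 0.05 was a call. An additional fit of the E60 and E70 arrays alone was made because the E50 arrays were more variable. For genes named by the size of their change all 3 arrays of 1 stage lay above all 3 of the other, which chance gives in 10% of genes for 3 against 3.

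Gene lists were fixed before the data were examined, as were the comparisons, the rule for named genes and most alternatives. They covered tooth cell types, other cell types of the jaw, signalling pathways, cell processes, reference genes, genes that respond to handling of tissue, genes the study examined further and genes tied to molar agenesis. A list was tested when at least 5 of its genes were measured, with limma's camera at its preset correlation of 0.01, which compares the list with all other genes. The same test with a correlation estimated for each list was run beside it, as was limma's fry, which asks whether the genes of a list move, on balance, in 1 direction. Medians of lists are given relative to the median of all genes. Counts adjusted over the list alone use the p-values of the list's members only.

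Genes were named by rule. In each step these were the 10 largest fitted rises and the 10 largest fitted falls among called genes with 1 symbol other than LOC symbols, whose arrays did not overlap between the stages and whose brighter stage reached the median of all probe set means, a log2 signal of 7.29. Between E50 and E70 5 rises and 5 falls were taken. Up to 4 called members of each list and every measured member of the lists of studied and agenesis genes were added. The following were chosen after their values were seen: ADAM17, C1QA, CDH1, COX7A2, CTSK, EGR1, EPCAM, ITGA6, LOX, OVOL1, RPL26, SMC4, SNRPG, SRSF11, TPM2, TRAF6 and UCHL1, and the genes named under other observations.

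The 95th percentile of the 23 background control probe sets (foreign tags and bacterial Trp genes) on an array was taken as its background. Above it on all 3 arrays lay 35.0% of probe sets at E50, 66.6% at E60 and 67.0% at E70. Where all arrays of 1 stage were below background and all arrays of the other above it, the fitted change is no estimate, and the text gives the geometric mean signal of the brighter stage over the geometric mean background of the dimmer stage, as "at least N-fold". The controls were also compared between stages by exact permutation of the stage labels in SciPy 1.17.1, for 27 hybridisation and 36 poly-A spike-in probe sets, 3' to 5' ratios, 28S rRNA and background, with Benjamini-Hochberg adjustment over 8 measures. NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9 under Python 3.11.15 were used for tables and figures.

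The fits were tested on simulated data in which 200 of 23999 probe sets were changed. Between E50 and E60 the fit of 9 arrays recovered 17% of them at 2-fold, 61% at 4-fold and 81% at 8-fold, with 169, 202 and 214 false calls, since the shared variance is smaller than the spread of the E50 arrays. Fitted on these stages alone it recovered 0%, 35% and 63%, with 0, 43 and 39 false calls. Between E60 and E70 the fit of 9 arrays recovered 0%, 63% and 82% at 2, 4 and 8-fold, with 1, 11 and 17 false calls. The fit of these stages alone recovered 0%, 85% and 97%, with 0, 28 and 31 false calls. The median SD at E60 was 1.39 in the dimmest quintile of probe sets and 0.11 in the brightest. The recovery rates therefore need not hold for dim probe sets. In a simulated test of lists of 30 genes among 6000, camera called the 1 list that was raised and 0 of 19 random lists. This simulation cannot show whether the preset correlation suits the measured lists, since their genes may be correlated to another degree. In the fit of all arrays the estimated correlation ranged from -0.14 for the EDA and NF-kB list to 0.25 for the ribosomal protein list.

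Alternatives tried were a trended or robust prior variance, no moderation, quantile normalization, centring of each array on its median or 75th percentile, log2 after adding 16 or 64, removal of the dimmest 25% or 50% of the probe sets, array weights, a block for replicate number, fits of only the stages compared, a minimum 2-fold change, other probe sets of a gene and each array left out in turn. Scaling to the hybridisation spike-ins, a filter to probe sets above background, 1 array weight per stage and list tests on the E60 and E70 arrays alone were added after the data were seen.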

Results

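Gene expression in additional molar germs of Wuzhishan miniature pigs was measured at embryonic day 50 (E50), E60 and E70, with 3 arrays per stage and 9 arrays in all. The permanent molars at the back of the jaw, here called additional molars, replace no milk tooth. The germ of the first of these teeth is at the cap stage at E50, at the bell stage at E60, when the germ behind it appears, and at the late bell stage at E70. The labels call the arrays of a stage biological replicates. RNA was pooled from germs of the same stage and litter, so whether the arrays stand for separate litters is not known, and every p-value measures only the spread between these arrays. Signals were deposited for 24123 probe sets, of which 23999 were tested after 124 array controls were set aside. Of the tested probe sets, 10069 carried 1 gene symbol, 198 carried several and 13732 carried none, and the symbols named 6765 genes. The number of arrays limits the precision of every value.

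The control probe sets of the arrays set the E50 arrays apart from the E60 and E70 arrays. The hybridisation spike-ins, added in fixed amounts, had a geometric mean signal of 63310 at E50, 4227 at E60 and 3571 at E70 (exact permutation p = 0.00357 over the 280 splits of the 9 arrays, the smallest they can give, two-sided; adjusted p = 0.00571 over 8 control measures). The ratio of 3' to 5' signal of EF1A, a translation elongation factor used as an RNA quality control, was 52.0 at E50, 1.48 at E60 and 1.40 at E70, and that of beta-actin was 918, 32.0 and 24.3. For GAPDH, a glycolytic enzyme used in the same way, the ratio was 35.5 at E50, 8.19 at E60 and 5.28 at E70. The 28S rRNA controls gave 1281, 11784 and 5410, and the poly-A spike-ins 3969, 1383 and 607. The 23 background controls averaged 24.6 at E50, 6.89 at E60 and 8.17 at E70. Median signal was 261, 267 and 352 on the E50 arrays and lay between 164 and 184 on the other arrays. Pearson's r between arrays of 1 stage, across probe sets, which are not independent replicates, was 0.605 to 0.683 at E50, 0.902 to 0.914 at E60 and 0.901 to 0.921 at E70. The first and middle E50 arrays had a mean r of 0.644 and 0.648 with their own stage and of 0.6985 and 0.6998 with the other stages, and the last had 0.609 and 0.604. In pairs of stages the exact p for these measures could not go below 0.1.

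**Figure D1:**
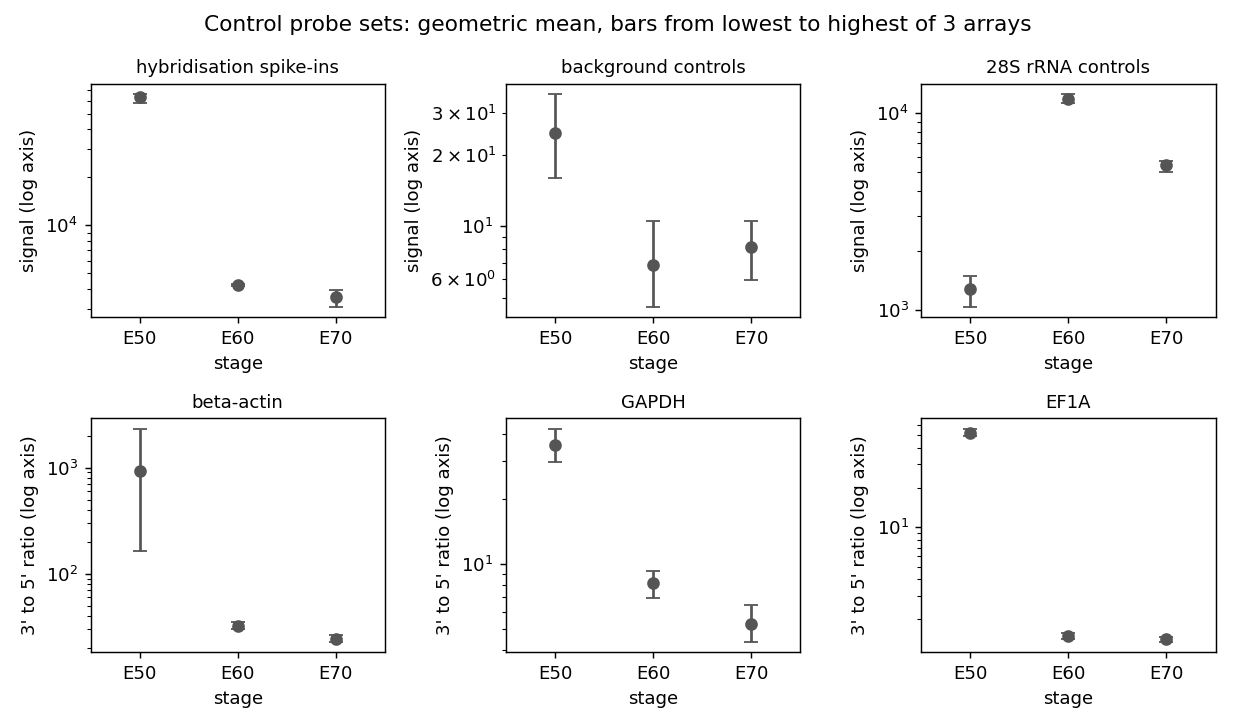
Signal of the control probe sets by stage, on log axes, from 3 arrays per stage. The hybridisation spike-ins lie near 63310 at E50 and near 4227 at E60, and the EF1A 3' to 5' ratio falls from 52.0 at E50 to 1.48 at E60.

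The comparison of E60 with E50 addressed which genes change as the germ passes from the cap to the bell stage and the germ behind it starts. All E50 arrays also differed from the E60 arrays in 3' bias, so changes in this step cannot be told apart from it. By camera at its preset correlation, the ribosomal protein, oxidative phosphorylation and skeletal muscle lists were lower at E60. The splicing and translation factor lists were higher, although most of their genes did not pass singly. With an estimated correlation only the oxidative phosphorylation list passed, and the shift of the ribosomal list was lost after quantile normalization. Of 63 measured ribosomal protein genes, 46 fell, 1 rose and 16 did not pass the test, and 52 passed when adjusted over the list alone. RPS27 fell by 3.28 on the log2 scale (SE 0.21, n = 3 and 3, limma adjusted p = 0.000597) and RPS21 fell by 2.88 (SE 0.20). RPL26, at background on the E50 arrays, was the member that rose. Relative to the median change of all genes, which was -0.18, the list's median was -1.19 (camera adjusted p = 1.87e-17, and adjusted p = 0.272 with an estimated correlation). Quantile normalization moved the median of all probe sets by 0.18 and left the ribosomal list at -0.02 with adjusted p = 0.901. Median and 75th percentile centring shift whole arrays, so they cannot move a median relative to all genes, which stayed at -1.19. The list stayed called under both. Of 64 genes of oxidative phosphorylation, 27 fell and 1 rose, with 29 passing adjusted over the list alone. NDUFB1, of the first respiratory complex, fell by 2.22 (SE 0.21) and COX7A2, of the last, fell by 2.14. The list's median was -0.28 relative to all genes (camera adjusted p = 0.000125, and adjusted p = 0.0431 with an estimated correlation). COX7C and ATP5L fell by 2.90 and fell by 2.23 on their brightest probe sets, but 1 other probe set of each rose, by 3.23 and 1.63.

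Skeletal muscle transcripts fell in the same step. Among 32 measured muscle genes 15 fell, none rose and 17 did not pass, and 16 passed adjusted over the list alone. MYLPF, a myosin light chain, fell by 2.49 (SE 0.22, limma adjusted p = 0.00134), MYOZ1, a sarcomere protein, fell by 2.42 (SE 0.29) and the muscle enzyme PGAM2 fell by 2.36 (SE 0.28). The list's median was -1.46 relative to all genes (camera adjusted p = 0.000746, and adjusted p = 0.0953 with an estimated correlation). Splicing factors moved the other way, with 14 of 69 genes higher, 5 lower and 23 passing adjusted over the list alone. The splicing regulator TRA2A rose by 2.12 (SE 0.24) and SRSF11 rose by 2.06. SF3B4 fell by 2.17 (SE 0.22) and SNRPG fell by 2.00. The median of this list was 0.44 (camera adjusted p = 0.00815, and adjusted p = 0.0953 with an estimated correlation), and adjusted p = 0.102 after quantile normalization. Of 59 translation factors and tRNA ligases, 9 rose and 4 fell, with 16 passing adjusted over the list alone. EIF3E, a subunit of the third initiation factor, rose by 1.62 (SE 0.20) and EIF4G1, the scaffold of the cap-binding complex, rose by 1.87 (SE 0.36), a call lost without any 1 of the E60 arrays (highest adjusted p = 0.0552). That list's median was 0.49 (camera adjusted p = 0.00472, and adjusted p = 0.293 with an estimated correlation). Each of these groups was compared between arrays whose EF1A 3' to 5' ratio was 52.0 at E50 and 1.48 at E60. Their shifts may therefore reflect this difference between the arrays as well as the stage.

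Matrix genes of the mesenchyme went both ways between E50 and E60. Of 26 mesenchyme and fibroblast genes 5 rose, 6 fell and 15 did not pass, with 14 passing adjusted over the list alone. POSTN, a matrix protein of the dental follicle and periodontal ligament, rose by 2.05 (SE 0.22, limma adjusted p = 0.00236) and ASPN, a proteoglycan of the same tissues, rose by 1.83 (SE 0.23, adjusted p = 0.00371). The microfibril gene MFAP5 fell by 2.00 (SE 0.29) and THY1, a surface marker of mesenchymal cells, fell by 1.91 (SE 0.26). The list's median was 0.33 relative to all genes (camera adjusted p = 0.574). Of 16 bone and osteoblast genes, IBSP, which encodes bone sialoprotein, rose by 2.37 (SE 0.26), SPARC fell by 1.34 (SE 0.22), SP7, a bone transcription factor at background on most arrays, fell, and 13 did not pass (median -0.08, camera adjusted p = 0.975). The change of SPARC was 0.49 after quantile normalization and that of SP7 was -4.37 on 1 probe set and 0.94 on the other, the call being lost in 7 of the 9 fits that left out 1 array, all but those without the middle E50 or the first E60 array (highest adjusted p = 0.126). Cell cycle genes also went both ways. Of 53, 7 rose and 4 fell, among them POLE2, a DNA polymerase subunit, which was at least 2.19-fold higher, and the histone gene H2AFZ, which fell by 1.86 (SE 0.23), with a list median of 0.25 (camera adjusted p = 0.224).

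In the endoplasmic reticulum and secretion list 6 of 48 genes rose and 8 fell, such as SEC62, which rose by 1.97 (SE 0.28), and SEC61B, which fell by 2.31 (SE 0.24), both parts of the protein translocation channel (median 0.41, camera adjusted p = 0.356). Of 27 heat shock and folding genes, 5 rose and 1 fell, with the chaperone HSP90B1 at 1.42 (SE 0.21) and HSPE1 at -2.05 (median 0.58, camera adjusted p = 0.224). Among 38 immune genes 2 rose and 8 fell, including AIF1, a macrophage gene, which fell by 2.31 (SE 0.35), and the complement gene C1QC, at -1.49 (median -0.66, camera adjusted p = 0.304). Of 22 endothelium and pericyte genes, 1 rose and 6 fell, with ENG, a vascular co-receptor of TGF-beta, at -3.20 (SE 0.46; median -0.39, camera adjusted p = 0.210). The 15 nerve and Schwann cell genes included 2 that rose and 4 that fell, such as the glial gene S100B, at -1.37 (SE 0.24), and the neuronal gene UCHL1, at 0.98 (median -1.06, camera adjusted p = 0.896). Among 14 common reference genes 1 rose and 3 fell. TOP2B rose by 1.65 (SE 0.27). GAPDH fell by 0.99 (SE 0.21), a call lost without any 1 of the E60 arrays (highest adjusted p = 0.0809), and RPLP0 fell by 1.28 (SE 0.22), a change that became 0.42 after quantile normalization (median -0.15, camera adjusted p = 0.796). B2M, the third reference gene that fell, had a change of -2.66 on its brightest probe set and of 1.04, with adjusted p = 0.0215, on another.

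No signalling list of tooth development passed camera in this step. Fry called the EDA (adjusted p = 0.00599), ameloblast (adjusted p = 0.0258) and studied genes (adjusted p = 0.0363) lower at E60. It also called the immune, endothelium, oral mucosa, immediate early, reference and odontoblast lists lower (adjusted p from 1.15e-05 to 0.0324). The heat shock list was called higher (adjusted p = 0.00368). The studied genes had a median change of 0.13, so fry's direction does not describe that list as a whole. Fry does not compare a list with other genes, so its directions depend on the scaling. These calls were made without median centring, which raised the median change of all probe sets by 0.77. Of 32 TGF-beta and BMP genes, 3 rose and 1 fell, with BMPR1A, a receptor of bone morphogenetic proteins, at 1.21 (SE 0.20) and TGFB1 at -1.48 (SE 0.33; median 0.12, camera adjusted p = 0.530). In the FGF and MAPK list, FGFR2, a receptor that tooth epithelium uses, rose by 2.60 (SE 0.57) and 5 of 35 genes fell, including RPS6KA3 at -1.65 (median 0.13, camera adjusted p = 0.892). Of 21 WNT genes, CTBP2 rose by 1.21 and TCF7L2, a transcription factor of the pathway, fell by 1.41 (SE 0.27; median 0.31, camera adjusted p = 0.530). Of 14 Notch genes, ADAM17 rose from background at E50 and APH1A and LFNG fell by 1.72 and fell by 0.96 (median 0.00, camera adjusted p = 0.896). KIF3A, a motor of the primary cilium, was the 1 of 8 hedgehog genes that rose, by 1.52 (SE 0.38; median 0.38, camera adjusted p = 0.633), and 1 of its other probe sets gave -0.59. Among the 13 tooth bud and cap genes MSX1 and SP7 fell and 11 did not pass (median 0.06, camera adjusted p = 0.896). In the EDA and NF-kB list, TRAF6, at background on the arrays of both stages, rose and IKBKG fell by 1.38 (SE 0.27) of 5 genes (median -0.56, camera adjusted p = 0.892). The change of IKBKG was 2.27 on its other probe set. No member of the 8 ameloblast genes (median -0.72, camera adjusted p = 0.751), the 6 stellate reticulum, dental lamina and stem cell genes (median 0.02, camera adjusted p = 0.896) or the 10 cartilage genes (median 0.07, camera adjusted p = 0.896) passed. FGFR2, TGFB1, LFNG and CTBP2 lost their calls without any 1 of the E60 arrays (highest adjusted p = 0.0849), TCF7L2 and IKBKG without the first or the middle E60 array (highest adjusted p = 0.0593), and KIF3A in every fit without an E60 array and without the first or last E50 or the last E70 array (highest adjusted p = 0.105).

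Genes that the study itself examined further were followed as a list. Its direction is not independent evidence, because they were measured on the same samples. The list had 9 measured genes. It holds both TCF4 and TCF7L2, while the paper names only TCF4, as an effector downstream of WNT signalling. Which of these genes the study examined is not clear. At E60 against E50, TGFB2 rose by 1.67 (SE 0.32, limma adjusted p = 0.0135), while MSX1 fell by 1.03 (SE 0.25, adjusted p = 0.0295), TCF4, at background on most E60 arrays, fell by 2.70 (SE 0.63) and TCF7L2 fell by 1.41, and 5 passed adjusted over the list alone (median 0.31, camera adjusted p = 0.896). MSX1 is a homeobox gene required for tooth formation, and its other probe set gave 1.42. TGFB2 is a growth factor of tooth mesenchyme, and 1 of its other probe sets gave -0.19. WNT10B, a ligand of dental epithelium, had a change of -4.04 with adjusted p = 0.0548 and was below background at E60. BMP4, CTNNB1, DKK2 and GLI1 had changes of 0.46, 0.18, 0.13 and 0.31 and did not pass. Of the 4 other probe sets of CTNNB1 3 went the other way, with -0.21, -0.07 and -0.13, as did that of DKK2, with -0.02. With median centring MSX1 had a change of -0.26 (adjusted p = 0.535), and TCF4 and TCF7L2 lost their calls as well (adjusted p = 0.0581 and 0.115). The MSX1 call was also lost when any 1 of the E60 arrays or the last E70 array was left out (highest adjusted p = 0.101), TGFB2 lost its call without the first E60 array (adjusted p = 0.0571), TCF4 lost its call without any 1 of the E60 arrays (highest adjusted p = 0.0819), and TCF7L2 lost its call without the first or the middle E60 array. Of 7 genes tied to molar agenesis and the inhibitory cascade between molars, 1, MSX1, fell, with 1 passing adjusted over the list alone (median 0.35, camera adjusted p = 0.896). NFKBIA had a change of -0.74 (adjusted p = 0.0658), INHBA -0.12, ACVR2A 0.17, ACVR2B 1.19 and TFAP2B 0.32, and none of these passed.

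Of the 10 named genes with the largest fitted rises at E60, 9 began below the background of the E50 arrays. Only a lower bound of their size was measured, so their rank by size is not established. ZNF146, a zinc finger protein, was at least 4.90-fold higher (log2 change 6.01, SE 0.34, limma adjusted p = 0.000413), B3GNT5, a glycosyltransferase of glycolipid synthesis, at least 2.36-fold, and XRCC4, a DNA repair protein, at least 2.51-fold higher. CREB3L2, a transcription factor of the secretory pathway, was at least 2.15-fold higher, and TEX9, SLC35B3, FPGT, PTPRA and PRKAA2 were at least 1.73, 2.74, 2.72, 2.51 and 1.26 times as high. MTF2, a partner of the polycomb complex, was above background on only part of the E50 arrays and had a log2 change of 5.33 (SE 1.03). Among the 10 largest fitted falls, CBR3, a carbonyl reductase, was at least 10.0-fold lower at E60, ABCA4, a membrane transporter, at least 6.94-fold lower and LTA, a cytokine of lymphocytes, at least 6.79-fold lower. The other falls, in DDX60, FMO5, GJB1, PLK3, HPCAL1, CYP3A29 and INMT, had log2 changes from -6.54 to -4.64, each with some E50 or E60 arrays at background. FPGT lost its call without any 1 array other than the first E50 array, PTPRA without any 1 E60 array, MTF2 without the first E60 array, GJB1 without the first or the middle E60 array, and ABCA4 without the first or the last E60 array, with adjusted p up to 0.126, and 7 of the 10 rises and 8 of the 10 falls held in every such fit.

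Across all probe sets, 4436 of 23999 passed between E50 and E60 (limma, adjusted p under 0.05), 1884 higher and 2552 lower at E60, so that 42.5% of calls were higher. They covered 1417 named genes, 487 higher and 930 lower, and 8217 probe sets had an unadjusted p under 0.05. The shared variance of this fit is smaller than the spread of the E50 arrays. The SEs and adjusted p given for this step therefore tend to be too small. In the simulated data the fit gave 169 false calls beside 34 recovered changes at 2-fold, and 214 beside 162 at 8-fold. With 1 weight per stage 1498 probe sets passed. With each array centred on its median, which raised the median change of all probe sets by 0.77, 5590 passed and 83.7% of them were higher, 4679 against 911, so the balance of the directions depended on the scaling. Of the 110 named genes called in this step 34 lost their call with median centring and 24 after quantile normalization. Among them with median centring were GAPDH, IKBKG, LFNG, MAL, MSX1, RPLP0, RPS6KA3, S100B, SP7, SPARC, SPRP, TCF4, TCF7L2 and TGFB1 (adjusted p from 0.0511 to 0.662), and after quantile normalization B2M (adjusted p = 0.133). CTNND1, EIF4G1, FGFR2, KIF3A, MAL, SPRP and TCF7L2 were at background on 1 or 2 of the E50 arrays, so the size of their changes is uncertain. Scaling to the hybridisation spike-ins raised the changes by 3.90, with 99.8% of 19114 calls higher, so every direction given for this step and for E70 against E50 is relative to the other genes on the array. The count was 1758 without the first E60 array, 1978 without the middle one and 2211 without the last, and 2087 when only the E50 and E60 arrays were fitted.

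**Figure D2:**
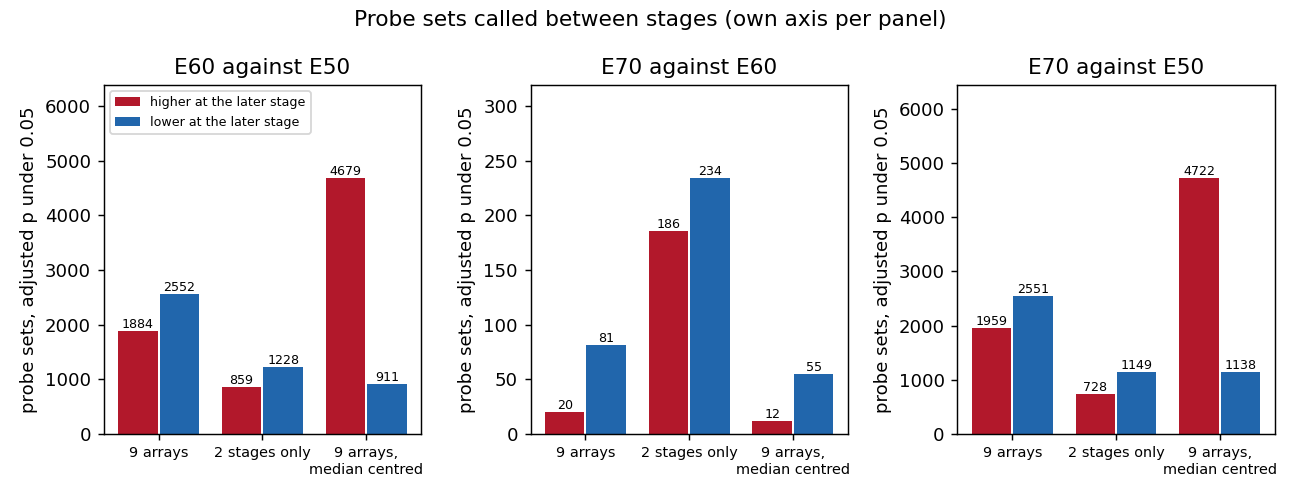
Number of probe sets called higher and lower in each comparison (bars from 0, limma adjusted p under 0.05, 3 arrays per stage). The 4436 calls between E50 and E60 and the 4510 between E50 and E70 stand against 101 between E60 and E70.

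The comparison of E70 with E60 addressed which genes change as the germ passes from the bell to the late bell stage. Genes of the bone and osteoblast list and of skeletal muscle were lower at E70, and BMP4 was higher. IBSP fell by 5.79 on the log2 scale (SE 0.26, n = 3 and 3, limma adjusted p = 0.00054) and SPP1, which encodes osteopontin, fell by 2.44 (SE 0.20). ACP5, the acid phosphatase of osteoclasts, fell by 3.62 (SE 0.22), and ATP6V0D2, a proton pump subunit that osteoclasts use, was at least 9.49-fold lower. These 4 were the members of the 16 bone genes that passed, and 8 passed adjusted over the list alone. The list's median was -1.50 relative to all genes (camera adjusted p = 9.41e-08, and adjusted p = 0.0198 with an estimated correlation). CTSK, a protease of osteoclasts, had a change of -1.77 and did not pass. Of 32 skeletal muscle genes 3 fell, ACTC1 by a log2 change of -2.67 (SE 0.31), MYLPF of -2.47 (SE 0.22) and MYL1 of -2.42 (SE 0.30), and 10 passed adjusted over the list alone (median -0.97, camera adjusted p = 9.41e-08, and adjusted p = 0.0198 with an estimated correlation). On the E60 and E70 arrays alone, camera with an estimated correlation gave adjusted p = 0.0741 for the bone list and for the muscle list. Over 22 alternatives the muscle median ranged from -1.74 to -0.33 and the bone median from -1.73 to -0.69. Without the last E60 array MYLPF had adjusted p = 0.0519, and ACTC1 and MYL1 lost their calls without any 1 of the E60 or E70 arrays (highest adjusted p = 0.109 and 0.141). Between these stages the 3' to 5' ratios of EF1A, beta-actin and GAPDH differed by 1.05-fold, 1.32-fold and 1.55-fold, the 28S rRNA controls by 2.18-fold and the poly-A spike-ins by 2.28-fold. Each was higher at E60. The exact p was 0.2 for EF1A and 0.1, the smallest that 3 against 3 arrays can give, for the others.

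Mesenchymal matrix genes changed in both directions between E60 and E70. ASPN fell by 4.44 (SE 0.23, limma adjusted p = 0.00102), POSTN fell by 2.11 (SE 0.22, adjusted p = 0.0127) and LOX, a collagen cross-linking enzyme, fell by 1.65. DPT, a dermal matrix protein, rose by 2.89 (SE 0.24, adjusted p = 0.00468) and MFAP5 rose by 2.41 (SE 0.29, adjusted p = 0.0204). These 5 of 26 mesenchyme genes passed, and 15 passed adjusted over the list alone (median -0.37, camera adjusted p = 0.00662, and adjusted p = 0.0524 with an estimated correlation). The mean over each gene's probe sets gave a median of -0.08 and adjusted p = 0.200. Outside the lists, MGP, an inhibitor of calcification, fell by 4.12 (SE 0.27) and PTGFR, a prostaglandin receptor, fell by 3.67 (SE 0.35). C1QTNF3, a secreted protein of cartilage, and FABP4, a fatty acid carrier of fat and vessel cells, had fitted changes of -4.66 and -3.97, but 1 E70 array was at background for each, so the sizes are uncertain. SLPI, a protease inhibitor of mucosal surfaces, was at least 6.21-fold lower at E70. BMP4, which signals between tooth epithelium and mesenchyme, rose by 1.79 (SE 0.26, adjusted p = 0.0447) and TRIM29, an epithelial gene, rose by 1.57 (SE 0.20). TRH, a neuropeptide precursor, was at least 6.40-fold higher, and SERPINA1, a protease inhibitor above background on 2 of the E60 arrays, had a log2 change of 2.68 (SE 0.37). EIF1AY, a Y-linked translation factor, had signals of 1270 to 1310 at E60 and of 0.960 to 34.9 at E70 and was at least 27.6-fold lower (log2 change -8.46, SE 1.23, adjusted p = 0.0456).

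DPT and IBSP were among 8 of these 16 named genes, 1 of the 6 rises and 7 of the 10 falls, that kept their call in every fit with 1 array left out, with ASPN, MGP, ACP5, ATP6V0D2, C1QTNF3 and FABP4. BMP4 passed in 1 of the 9 such fits, the fit without the last E50 array, with adjusted p between 0.0446 and 0.208 over the fits and a log2 change between 1.61 and 1.92. EIF1AY and SLPI passed in 1 of the 9 fits, without the first E70 array (highest adjusted p = 0.200 and 0.227). MFAP5 and TRIM29 lost their calls without any 1 of the E60 or E70 arrays (highest adjusted p = 0.131 and 0.175). SERPINA1 lost its call also without the first E50 array, TRH without the first E50 array, the last E60 array or any 1 E70 array, PTGFR without any 1 E60 array or the last E70 array, and POSTN without any 1 E60 array or the first or last E70 array (highest adjusted p = 0.198, 0.137, 0.0598 and 0.101).

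**Figure D3:**
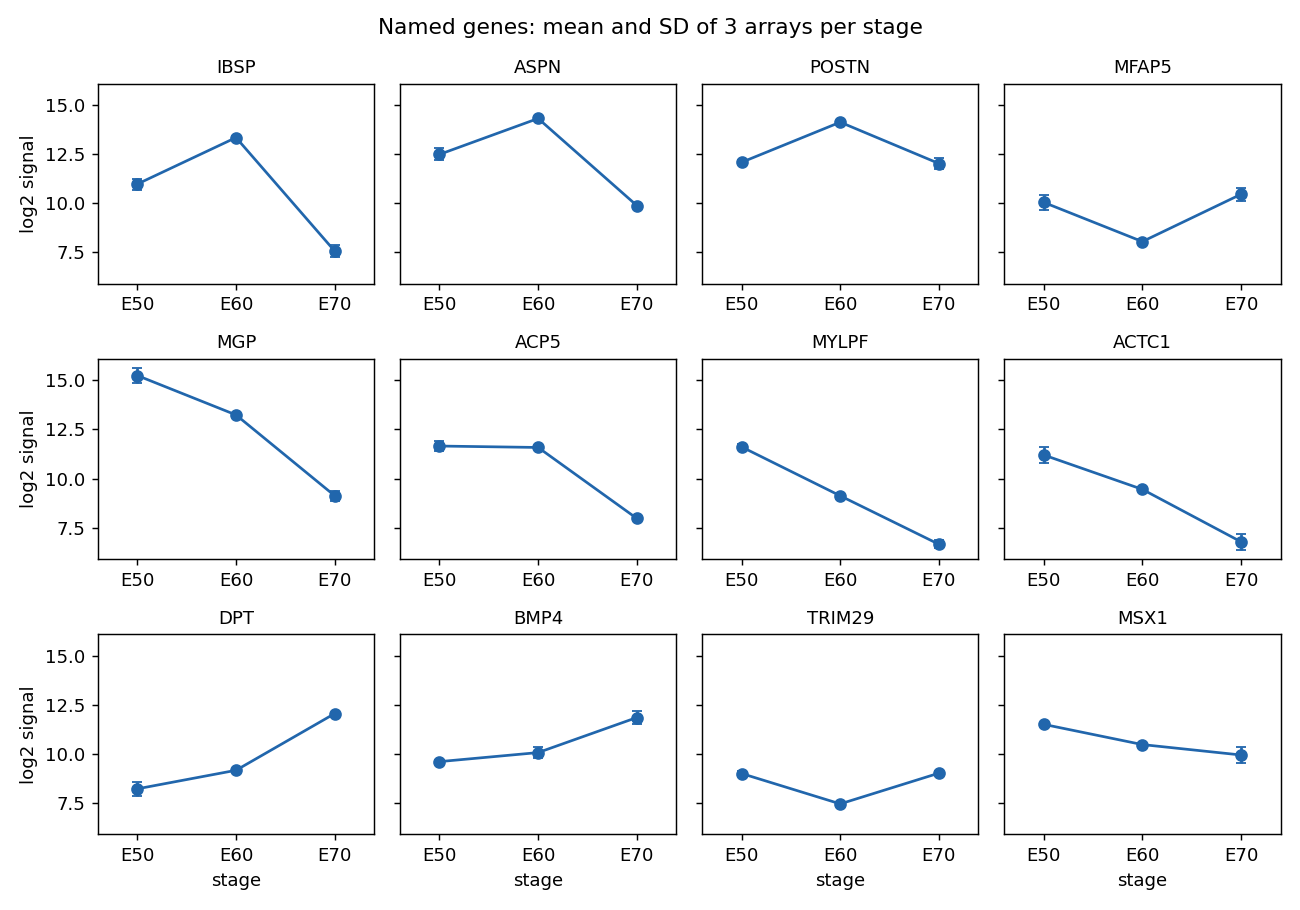
Log2 signal of 12 named genes at E50, E60 and E70, with the mean and SD over the 3 arrays of a stage. IBSP, ASPN and POSTN are highest at E60, while DPT and BMP4 are highest at E70.

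Other cell types also moved as lists between E60 and E70. Epithelial genes shifted upward, with a median of 0.64 relative to all genes over 23 members (camera adjusted p = 0.000706, and adjusted p = 0.0524 with an estimated correlation), although none passed singly and 4 passed adjusted over the list alone. EPCAM and CDH1, adhesion molecules of epithelial cells, had changes of 1.17 and 1.11. Immune genes shifted downward (median -0.65, camera adjusted p = 0.000117, and adjusted p = 0.0207 with an estimated correlation), and MRC1 and C1QC, which macrophages express, fell by 1.86 (SE 0.22) and fell by 1.73 (SE 0.23), 2 of 38 members, with 5 passing adjusted over the list alone. On the E60 and E70 arrays alone, camera with an estimated correlation gave adjusted p = 0.0741 for the immune list. In endothelium and pericyte genes LYVE1 and ACTA2 fell by 1.70 (SE 0.25) and fell by 1.62 (SE 0.22), 2 of 22 members, with 10 passing adjusted over the list alone (median -0.54, camera adjusted p = 0.00147, and adjusted p = 0.0508 with an estimated correlation). The 17 odontoblast and dentin genes shifted by a median of -0.29 (camera adjusted p = 0.00147, and adjusted p = 0.0524 with an estimated correlation), or -0.11 with adjusted p = 0.0568 from the mean over each gene's probe sets. Its members that passed, IBSP and SPP1, also stand on the bone list, 8 passed adjusted over the list alone, and the 2 lists shared 9 genes. FOS, a gene induced within minutes of a stimulus, fell by 3.39 (SE 0.36), 1 of 21 immediate early genes, with 3 passing adjusted over the list alone (median -0.36, camera adjusted p = 0.00662, and adjusted p = 0.168 with an estimated correlation). The single calls of MRC1, C1QC, LYVE1 and ACTA2 were lost without any 1 of the E60 or E70 arrays (highest adjusted p = 0.211), and that of FOS without any of these but the middle E60 array (highest adjusted p = 0.0818).

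Further lists passed although none of their members passed singly. Endoplasmic reticulum and secretion genes had a median of -0.26 over 48 members (camera adjusted p = 0.000285, and adjusted p = 0.0207 with an estimated correlation), with 0 passing adjusted over the list alone in limma. Oxidative phosphorylation genes had a median of -0.16 (camera adjusted p = 0.0158, and adjusted p = 0.0524 with an estimated correlation), with adjusted p = 0.0677 after quantile normalization, 0.0763 with the mean over each gene's probe sets and 0.0506 without the middle E70 array. The cell cycle list had a median of 0.13 (camera adjusted p = 0.0106, and adjusted p = 0.120 with an estimated correlation), and adjusted p = 0.0763 with the mean over each gene's probe sets. The 8 ameloblast and enamel genes had a median of 0.72 (camera adjusted p = 0.0355, and adjusted p = 0.130 with an estimated correlation), with 2 passing adjusted over the list alone, and the 5 EDA and NF-kB genes had a median of 0.36 (camera adjusted p = 0.0484, and adjusted p = 0.153 with an estimated correlation), with 1. Fitted on the E60 and E70 arrays alone, the ameloblast list had adjusted p = 0.0761 and the EDA list 0.0875. The ameloblast list also lost its call without the last E50 or the first E70 array (highest adjusted p = 0.0912). The EDA list lost its call without any 1 of the E50 arrays, the first or middle E60 array or the last E70 array (highest adjusted p = 0.133). With an estimated correlation the bone, muscle, immune and secretion lists passed in this step in the fit of all arrays. On the E60 and E70 arrays alone the first 3 had adjusted p = 0.0741 and the secretion list 0.0927. The oxidative phosphorylation list passed that test in the step before.

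**Figure D4:**
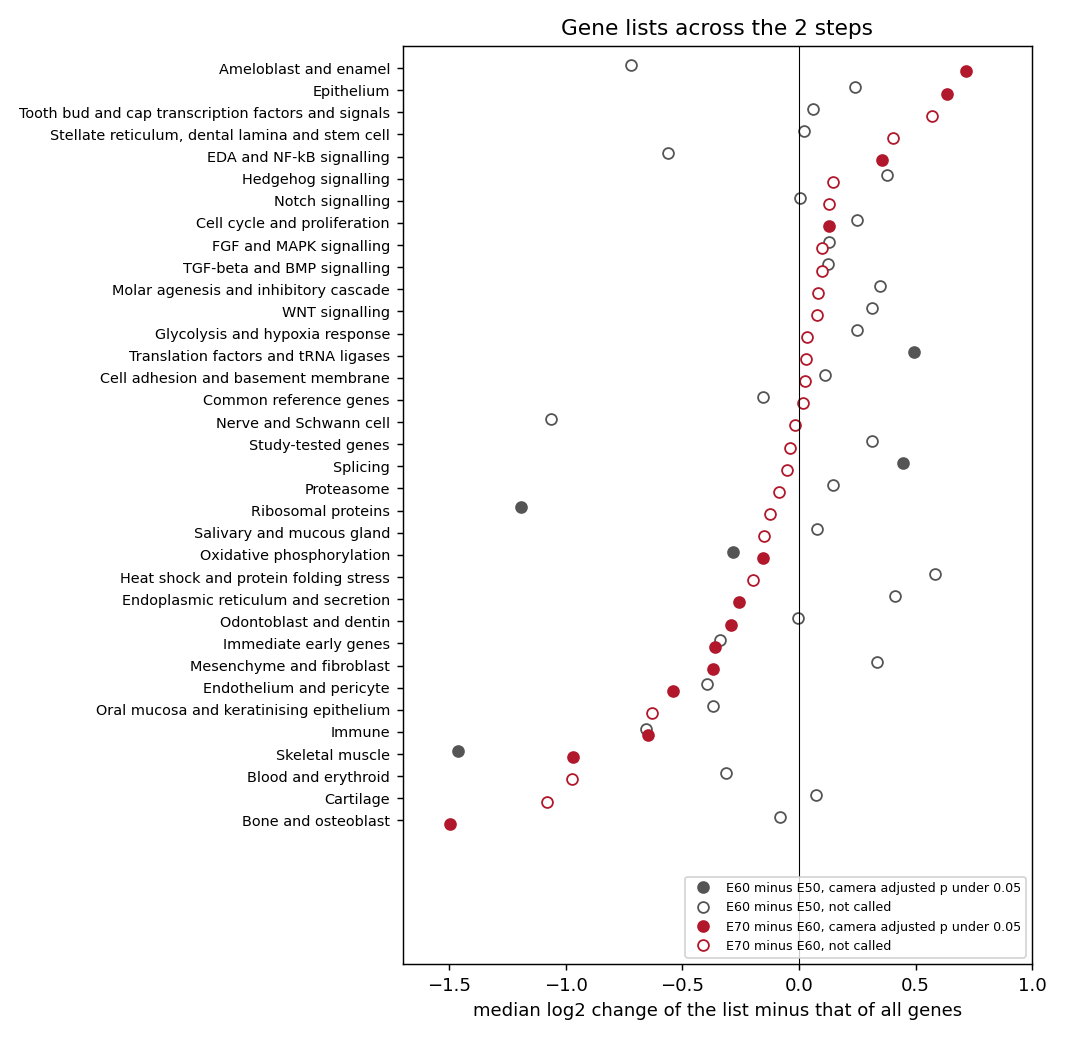
Median log2 change of each gene list relative to all genes in both steps, as points, with lists that passed camera (adjusted p under 0.05) marked. Skeletal muscle lies at -1.46 and -0.97, ribosomal proteins at -1.19 and -0.12, and the bone list at -0.08 and -1.50. After quantile normalization the ribosomal list lies at -0.02 in the first step.

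By camera, tooth signalling lists did not pass between E60 and E70, apart from the EDA list. Fry called the TGF-beta and BMP list and the tooth bud and cap list higher at E70 (both with adjusted p = 0.0143). BMP4 was the member that rose of the 32 TGF-beta and BMP genes (median 0.10, camera adjusted p = 0.182). It was also the riser of the 13 tooth bud and cap genes (median 0.57, camera adjusted p = 0.154). The same held for the list of 9 studied genes (median -0.04, camera adjusted p = 0.825). It held as well for the 7 agenesis and inhibitory cascade genes (median 0.08, camera adjusted p = 0.883). The lists of studied and agenesis genes are not independent evidence. CTNNB1, DKK2, GLI1 and WNT10B had changes of -0.18, -0.14, 0.81 and 0.90 and did not pass. MSX1, TCF4 and TCF7L2 had -0.53, -0.83 and 0.01 and did not pass either. Of the agenesis genes, NFKBIA had 0.21, INHBA 0.13, ACVR2A 0.43, ACVR2B -0.49 and TFAP2B -0.64, and none of these passed. Other probe sets gave 0.34 and 0.22 for CTNNB1, 0.77 for DKK2, -0.18 for TCF7L2 and -0.46 for ACVR2A. FZD5, a receptor of WNT ligands, fell by 2.19 (SE 0.30), the 1 of 21 WNT genes that passed (median 0.08, camera adjusted p = 0.329). In the cartilage list ACAN, the large proteoglycan of cartilage, fell by 1.97 (SE 0.28), with a median of -1.08 (camera adjusted p = 0.135, and fry adjusted p = 0.00304), and the other ACAN probe set gave 1.04. The calls of FZD5 and ACAN held only without the middle or the last E50 array among the fits that left out 1 array (highest adjusted p = 0.196), and that of BMP4 only without the last E50 array. FGF and MAPK, Notch and hedgehog genes had medians of 0.10, 0.13 and 0.14 (camera adjusted p = 0.246, 0.428 and 0.645). For the stellate reticulum, nerve and blood lists the medians were 0.40, -0.02 and -0.97 (camera adjusted p = 0.645, 0.883 and 0.135).

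The oral mucosa, salivary, proteasome, glycolysis and adhesion lists passed camera in neither step. For oral mucosa, MAL and SPRP fell by 2.56 and fell by 2.00 between E50 and E60, calls that were lost for MAL without the first E60 array (adjusted p = 0.0530) and for SPRP in all fits but those without the first or last E50 array, and the medians were -0.37 and -0.63 (camera adjusted p = 0.892 and 0.161, and fry adjusted p = 0.000768 and 0.00558). In the salivary list AMY2, an amylase, rose by 2.01 between E50 and E60, with medians of 0.08 and -0.15 (camera adjusted p = 0.620 and 0.645), and HBB, a globin, rose by 1.59 in that step, the 1 of 9 blood genes that passed, though not without the first or last E60 array (median -0.31, camera adjusted p = 0.995). Of 40 proteasome genes 1 rose and 5 fell between E50 and E60 (medians 0.14 and -0.08, camera adjusted p = 0.892 and 0.645), and of 28 glycolysis and hypoxia genes 3 rose and 2 fell (medians 0.25 and 0.04, camera adjusted p = 0.666 and 0.135, and fry adjusted p = 0.0107 in the second step). Cell adhesion and basement membrane genes included ITGAV, an integrin, which rose by 2.14 (SE 0.39) between E50 and E60, and CTNND1, a catenin, which fell by 2.52 (SE 0.49, lost without the first or middle E60 array; medians 0.11 and 0.02, camera adjusted p = 0.896 and 0.825). The reference, splicing, translation and heat shock lists had medians of 0.02, -0.05, 0.03 and -0.20 between E60 and E70 (camera adjusted p = 0.883, 0.825, 0.645 and 0.645). Ribosomal protein genes had a median of -0.12 there (camera adjusted p = 0.135). Epithelium between E50 and E60 had OVOL1 as its 1 riser (median 0.24, camera adjusted p = 0.620), the odontoblast list 1 rise and 4 falls (median 0.00, camera adjusted p = 0.892) and the immediate early list 3 falls (median -0.34, camera adjusted p = 0.0811). In 12 of the 70 list tests of the steps the median, the mean and the test differed in sign, and 0 of these 12 passed camera.

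Across all probe sets, 101 of 23999 passed between E60 and E70 (limma, adjusted p under 0.05), 20 higher and 81 lower at E70, in 49 named genes, 8 higher and 41 lower, and 1855 had an unadjusted p under 0.05. With median centring 67 passed, 12 higher and 55 lower. Of the 28 named genes called in this step 8 lost their call with median centring, ACAN, BMP4, EIF1AY, LYVE1, MYL1, SERPINA1, SLPI and TRIM29 (adjusted p from 0.0513 to 0.0959), and 7 after quantile normalization, where BMP4 had adjusted p = 0.0572. The fit of the E60 and E70 arrays alone, without the wider spread of the E50 arrays, called 420, with 186 higher and 234 lower. The count was 37, 35 and 30 without the first, middle and last E60 array, and 40, 40 and 35 without the first, middle and last E70 array.

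The comparison of E70 with E50 spans both steps. Skeletal muscle transcripts were lower at E70 in 18 of 32 genes, with MYLPF at -4.96 and ACTC1, a sarcomeric actin, at -4.43 (23 passing adjusted over the list alone; median -2.87, camera adjusted p = 3.37e-07, and adjusted p = 0.0241 with an estimated correlation). Ribosomal protein genes were lower in 42 of 63 and higher in 1 (median -1.27, camera adjusted p = 2.39e-18, and adjusted p = 0.124 with an estimated correlation), but had a median of -0.03 with adjusted p = 0.773 after quantile normalization. Oxidative phosphorylation genes were lower in 26 of 64, such as NDUFB1 at -2.69 (median -0.53, camera adjusted p = 5.73e-06, and adjusted p = 0.0237 with an estimated correlation). Of 16 bone genes 7 fell, including IBSP at -3.42 and CTSK at -2.15 (10 passing adjusted over the list alone; median -1.94, camera adjusted p = 0.00162, and adjusted p = 0.0648 with an estimated correlation). The odontoblast list had 7 falls and 1 rise of 17 (median -1.13, camera adjusted p = 0.0372, and adjusted p = 0.149 with an estimated correlation), with adjusted p = 0.140 after quantile normalization, 0.0847 with the mean over each gene's probe sets and up to 0.146 without the first or middle E50 or the middle E60 array. Epithelial genes rose in 8 of 23, such as EPCAM at 1.77 and CDH1 at 1.17, and fell in 1, ITGA6, which was at background at E70 (10 passing adjusted over the list alone; median 1.02, camera adjusted p = 0.0120, and adjusted p = 0.134 with an estimated correlation), with adjusted p = 0.0975 under median centring. The mean over each gene's probe sets gave a median of 0.03 and adjusted p = 0.263. These arrays had EF1A 3' to 5' ratios of 52.0 at E50 and 1.40 at E70, so these shifts cannot be told apart from the 3' bias either.

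Cell cycle genes were higher at E70 than at E50 in 12 of 53 and lower in 4, with POLE2 at least 2.59-fold higher and SMC4, a condensin subunit, at 1.36 (16 passing adjusted over the list alone; median 0.35, camera adjusted p = 0.00478, and adjusted p = 0.120 with an estimated correlation). Immune genes fell in 13 of 38, with AIF1 at -3.01 and C1QC at -3.22, and C1QA rose from background (median -1.48, camera adjusted p = 0.00731, and adjusted p = 0.0663 with an estimated correlation). Endothelium and pericyte genes fell in 8 of 22, including ENG at -3.25, with 1 E70 array at background (median -0.77, camera adjusted p = 0.00303, and adjusted p = 0.0648 with an estimated correlation), and immediate early genes in 10 of 21, including EGR1 at -1.75 (median -0.96, camera adjusted p = 0.00165, and adjusted p = 0.133 with an estimated correlation). Splicing genes rose in 16 of 69 and fell in 9 (median 0.50, camera adjusted p = 0.00487, and adjusted p = 0.0648 with an estimated correlation), and translation factors rose in 8 of 59 and fell in 3 (median 0.46, camera adjusted p = 0.00165, and adjusted p = 0.133 with an estimated correlation). Among single genes, SCRG1, a secreted peptide of mesenchymal cells, was at least 93.6-fold lower at E70 (limma adjusted p = 0.000172), SLPI at least 35.3-fold, CBR3 at least 10.2-fold and EIF1AY at least 7.09-fold lower, and CYP3A29, a drug-metabolising enzyme, was below background at E70 and above it on 2 of the E50 arrays, so its fitted change of -6.67 is no estimate. ZNF146 was at least 4.30-fold and CREB3L2 at least 2.77-fold higher, with B3GNT5 and TEX9 at least 1.69-fold and 1.81-fold higher. MTF2 had a log2 change of 5.13 that lost its call without the first or last E70 array (highest adjusted p = 0.0567). BMP4 rose by 2.25 and MSX1 fell by 1.56 over the whole interval. The other probe set of MSX1 went the other way, with a mean log2 signal of 4.50 at E50 and 4.68 at E70. In all, 4510 probe sets passed (limma), 1959 higher and 2551 lower, or 43.4% higher, in 1464 named genes, and with median centring 80.6% of calls were higher, 4722 against 1138. The count was 2573, 2457 and 2252 without the first, middle and last E70 array, and 1877 when only these stages were fitted. It was 1724 with 1 weight per stage. The shared variance is smaller than the spread of the E50 arrays in this comparison as well.

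Over all stages together, most of the probe sets that passed the 3-stage test were called between E50 and E60 and not between E60 and E70. The lack of a call does not show that they stayed constant, since the fit recovered 0% of simulated 2-fold changes in the second step. The 3-stage test (limma moderated F, adjusted p under 0.05) called 4247 probe sets in 1392 named genes, and 8034 had an unadjusted p under 0.05. Of the 4247, 1970 were lower and 1565 higher in the first step and not called in the second, 611 were called in neither step, and 45 and 6 fell or rose in the second step only. Another 23 fell and 3 rose in both steps, 13 rose and then fell, like IBSP, ASPN and POSTN, and 11 fell and then rose, like MFAP5. Of the 1884 probe sets higher at E60 than at E50, 1472 were also called higher at E70 than at E50, 401 were not called and 11 were lower. Of the 2552 that were lower, 1714 were also lower at E70, 836 were not called and 2 were higher. Both comparisons use the same E50 arrays, which by itself makes their calls agree, so these counts do not measure lasting change. The count of the 3-stage test was 2307, 2416 and 2600 without the first, middle and last E60 array, and 2740, 2673 and 2482 without the first, middle and last E70 array.

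The change from E60 to E70 differed from that from E50 to E60 for 478 probe sets (limma, adjusted p under 0.05), 227 with a higher and 251 with a lower change in the second step, in 164 named genes. Under median centring 1170 passed, 116 and 1054. No gene list was tested for this difference. Among the genes named in the text 36 passed, 22 lower and 14 higher in the second step, and 25 of them were above background on all arrays. Of those, IBSP had a difference of -8.15 on the log2 scale (SE 0.45, adjusted p = 0.00341), ASPN of -6.27 (SE 0.40), POSTN of -4.15 (SE 0.39) and ACP5 of -3.54 (SE 0.37). MFAP5, RPS27 and TRIM29 differed the other way, by 4.41 (SE 0.50), 3.26 (SE 0.36) and 3.12 (SE 0.35). XRCC4, B3GNT5 and ZNF146, below background at E50, had fitted differences of -6.61, -6.23 and -6.20. CBR3 and DDX60, below background at E60 and E70, had 6.69 and 8.08. These 5 values are no estimates of size. Of the 36, IBSP, ASPN and XRCC4 held in every fit with 1 array left out. All 36 held without any 1 of the E50 arrays. The number was 3, 4 and 4 without the first, middle and last E60 array, and 13, 8 and 12 without those at E70 (highest adjusted p = 0.212). The count of probe sets was 1572, 1367 and 2042 without the first, middle and last E50 array, 9, 9 and 17 without those at E60, and 58, 39 and 54 without those at E70. The changes of the steps share the E60 arrays and had a correlation of -0.24 across probe sets, where unchanged groups with the same spread gave -0.35 (-0.36 to -0.33 in 50 simulations). The covariance was -0.353 against a simulated -0.258, and because the E60 arrays are too few to be split into sets of several, part of the excess may come from those shared arrays.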

Values the study reported

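From its arrays the study reported 3109 differentially expressed genes over the 3 stages, at P < 0.05 and FDR < 0.05. Between E50 and E60 it counted 2646 genes, 1893 of them up-regulated and 753 down-regulated. For E70 against E60 it gave 722 genes, of which 265 went up and 457 went down. It sorted the changing genes into 16 expression tendencies and called 6 of them significant.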

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

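The tests of the call counts, of adherent muscle and bone and of a fall in every cell type were chosen after the results were seen, while the test of SRY and the counts over other splits of the arrays, apart from those that keep the E50 arrays together, were set before.

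The change between E60 and E70 differed from that between E50 and E60, by limma's test of the difference, for 36 of the genes named in the text, RPS18, RPS29 and SF3B1 included (adjusted p from 0.00341 to 0.0498). Above background on all arrays were 25 of them (SE 0.35 to 0.61). Lower in the second step were IBSP by a log2 difference of -8.15, ASPN of -6.27, PTGFR of -5.03, POSTN of -4.15, ACP5 of -3.54, SF3B1 of -3.20, FZD5 of -2.94, SEC62 of -2.82, LOX of -2.57, AMY2 of -2.46, SPP1 of -2.41, SRSF11 of -2.21, TRA2A of -2.15 and EIF3E of -1.87. Higher in the second step were MFAP5 by 4.41, RPS27 by 3.26, TRIM29 by 3.12, RPS29 by 2.90, SF3B4 by 2.79, RPS18 by 2.73, RPS21 by 2.71, B2M by 2.70, COX7C by 2.70, PGAM2 by 2.66 and ATP5L by 2.13. The other 11 were at background on 1 or more arrays, so their fitted differences are no estimates of size: XRCC4 with -6.61, B3GNT5 with -6.23, ZNF146 with -6.20, C1QTNF3 with -5.94, ATP6V0D2 with -5.11, CREB3L2 with -4.85, TEX9 with -4.84, C1QA with -3.62, DDX60 with 8.08, PLK3 with 6.82 and CBR3 with 6.69. In the fits with 1 array left out 3 of the 36, IBSP, ASPN and XRCC4, held throughout, and the losses came without an E60 or E70 array. Some first-step changes behind these differences altered in other settings. After quantile normalization they were -0.28 for RPS18, -0.72 for RPS29 and -0.51 for B2M, without a call, while RPS21 and RPS27 stayed called. The other COX7C probe set gave 3.23 and then 0.25 in the steps, and that of SF3B1 gave -0.64 and then -1.05. Those of ATP5L gave 1.63 and then -0.12, and -0.52 and then 0.03. Other B2M probe sets disagreed on the direction of the difference. Lower in the second step were those with 0.39 and then -1.53, 0.23 and then -1.18, and 0.37 and then -0.41. So were those with 1.04 and then 0.92, and -0.51 and then -0.82. Higher in the second step were those with -2.24 and then 2.14, -0.09 and then 0.28, and -0.93 and then -0.67.

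The control probe sets, which lie outside the gene comparisons, differed between stages by exact permutation tests over the 3 stages. Between E50 and E60 the hybridisation spike-ins differed 14.98-fold, the poly-A spike-ins 2.87-fold, and the 3' to 5' ratios of beta-actin 28.7-fold, of GAPDH 4.33-fold and of EF1A 35.1-fold, all higher at E50. The 28S rRNA controls differed 9.20-fold and were higher at E60. The mean and the 95th percentile of the background controls differed 3.57-fold and 4.06-fold, both higher at E50.

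More probe sets were called in the first step (4436) than in the second (101). Centring each array on its median left the first count 83.4 times the second, which argues against the scaling to 1 trimmed mean as the cause, and fitting each step on its own stages left a ratio of 4.97 (2087 against 420), which argues against the wide spread of the E50 arrays in the shared variance as the whole cause. The ratio was 2.00 with array weights (1871 against 934) and 1.70 with 1 weight per stage (1498 against 883), against 43.9 in the fit of all arrays without weights, so this spread may account for much of it. The 3' bias and weak target of the E50 arrays may contribute and cannot be told apart from the stage, since all E50 arrays share them. Of the other bright probe sets of genes called in the first step, 71.4% (337 of 472) moved in the same direction, against 76.1% (35 of 46) in the second, a difference too small to decide. A developmental difference between the cap and bell stages stays open as well, untested.

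Muscle and bone genes were lower at E70 than at E60. The 95 bright genes of 8 lists of cell types other than epithelium differed between lists (Kruskal-Wallis statistic 18.4, permutation p = 0.00690, genes not being independent replicates). This cannot decide against an equal fall in every such type, since the muscle and bone lists were taken up because they were lower. The p was 0.0401 without the muscle list, 0.0353 without the bone list and 0.293 without both. Nerve genes lay 0.95 above the muscle genes (permutation p = 0.00294), a comparison with a list taken up in that way. The 7 bright nerve genes lay 0.61 above 72 of the blood, cartilage, endothelium, immune and mesenchyme lists (permutation p = 0.321). An equal fall, with or without muscle and bone, is therefore not excluded. Less adherent muscle and bone in the E70 germs cannot be told apart from a fall of these transcripts within the germ or its follicle. Lower at E70 were 87.5% of the bright muscle genes (7 of 8) and 100% of the bright bone genes that are not on the odontoblast list (4 of 4), but both lists were taken up because they were lower, so these shares decide nothing. At E60 the signals reached 2421 for TPM2, 699 for ACTC1, 10759 for CTSK and 3069 for ACP5. Of the 16 bone genes 9 also stand on the odontoblast list, which the germ itself expresses, and no sort removed neighbouring tissue.

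EIF1AY, a Y-linked gene, was lower at E70, with signals of 254 to 498 at E50, 1270 to 1310 at E60 and 0.960 to 34.9 at E70. A different sex makeup of the pooled germs may be the cause. The other Y-linked gene on the array, SRY, had a change of -0.37 (SE 1.33, adjusted p = 1), but its mean log2 signal of 5.29 at E60 and 4.92 at E70 lay under the median of 7.29, so the explanations cannot be told apart. No biological explanation was tested.

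Other splits of the arrays were counted to see whether chance can be excluded. For the 3-stage test, 1 of 100 splits drawn from 280, the real one, reached its 4247 calls, and the highest other had 2538, so chance can be excluded. The 3 other splits that kept the E50 arrays together gave 2465 to 2538 calls and the 96 that did not gave 0 to 13, which shows the E50 arrays as a structure of their own. Over all 10 splits that kept them together the highest other had 2632. For the difference between the steps, 1 of 100 splits drawn from 840 reached the real 478, with 70 as the highest other. Only 4 of the others kept the E50 arrays together, so the low counts reflect those arrays as well. All 20 splits with the E50 arrays kept as the first stage were then counted, after the result was seen. Of these 2 reached 478, the real one and the exchange of all E60 with all E70 arrays, with 1069 calls, and the 18 that mixed E60 and E70 arrays gave 3 to 81. These splits are too few for a share under 0.05. The 10 splits of 3 against 3 arrays cannot give a share under 0.05, and the real values and highest others were 4436 and 0 for E60 against E50, 101 and 2 for E70 against E60, and 4510 and 0 for E70 against E50, each with 1 of 10 splits as large.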

How the results depend on the processing

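Scaling to the hybridisation spike-ins, the filter to probe sets above background, 1 weight per stage and list tests on the E60 and E70 arrays alone were chosen after the data were seen. Signal over background limits the results, since 35.0% of probe sets were above it on all E50 arrays. Under the settings not named below the counts stayed within 1.5 times their value, and where a count moved further the cause was not tested, except that fits of 2 stages use fewer arrays and filters test fewer probe sets.

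The 3-stage count of 4247 became 2510 with array weights, 2161 with 1 weight per stage and 19234 with spike-in scaling. E60 against E50 (4436) gave 1871 with array weights, with 60.1% higher, 1498 with 1 weight per stage, 2087 on its own stages and 19114 with spike-in scaling. E70 against E50 (4510) gave 2015, 1724, 1877 and 19737 under the same 4 settings. E70 against E60 (101) gave 366 with a trended prior, 407 with a trended and robust prior, 287 without moderation, 67 with median centring, 375 without the dimmest 50%, 934 with array weights, 883 with 1 weight per stage, 420 on its own stages, 62 with spike-in scaling and 172 above background. The difference between the steps (478) gave 1476 with a trended prior, 1525 with a trended and robust prior, 1490 without moderation, 131 after quantile normalization, 1170 with median centring, 761 and 1196 after adding 16 and 64, 1150 and 1777 without the dimmest 25% and 50%, 1424 with array weights, 1243 with 1 weight per stage, 13925 with spike-in scaling and 1402 above background. The correlation of the steps (-0.24) was -0.16 and -0.13 after adding 16 and 64, and -0.15 and -0.11 without the dimmest 25% and 50%. Called in the second step only were 191 probe sets with a trended prior and 180 without the dimmest 50%, against 51, and in both steps 175 and 195, and 31 after quantile normalization, against 50.

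With the replicate number as a block, the 3-stage count was 2158, E60 against E50 2811, E70 against E60 9, E70 against E50 2944 and the difference between the steps 0 in limma, where 4219 had an unadjusted p under 0.05. The numbers do not pair the samples: deviations of same-numbered arrays correlated at -0.021 to 0.026, and of others at -0.036 to 0.031.

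Gene lists passing camera between E50 and E60 numbered 3 after quantile normalization, 10 with median centring, 1 with an estimated correlation and 15 by fry, against 5. Between E60 and E70 they numbered 4 with an estimated correlation and 8 with the mean over a gene's probe sets, against 13, and between E50 and E70 2 with an estimated correlation and 23 by fry, against 12.

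With 1 array left out, the 3-stage count ranged from 2307 (without the first E60 array) to 5724, E60 against E50 from 1758 (without the first E60 array) to 5975, E70 against E60 from 30 (without the last E60 array) to 149, E70 against E50 from 2252 (without the last E70 array) to 6116 and the difference between the steps from 9 (without the first E60 array) to 2042, each highest value without the last E50 array. The correlation of the steps ranged from -0.32 to -0.21, and the lists called from 5 to 6, from 11 to 13 and from 11 to 13.

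Calls of named genes were lost 42 times with median centring, 29 times after quantile normalization besides 2 reversals, 44 times with array weights, 41 times in fits of the stages compared and 50 times with the replicate block. Some named genes changed direction. After quantile normalization SPARC had 0.49 and RPLP0 0.42 between E50 and E60. On other probe sets of the gene the change between E50 and E60 was 0.94 for SP7, -1.49 and -0.81 for VCL, 1.04, 0.23, 0.37 and 0.39 for B2M, 1.21 for GAPDH, 2.27 for IKBKG, 1.65 for LYVE1, -3.65, -0.96 and -0.19 for HIF1A, -0.59 for KIF3A, 0.31 for GADD45B, -1.80 and -2.41 for LCP1, 1.42 for MSX1, 0.29 for GFAP, 1.71 for LFNG, 3.23 for COX7C, 1.63 for ATP5L, -0.64 for SF3B1, -0.19 for TGFB2 and -4.73 for TGFBR1, and between E60 and E70 it was 1.04 for ACAN. The cause was not tested.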

Other observations

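The fit of the E60 and E70 arrays alone, whose genes were chosen after their values were seen, called members of epithelial and tooth lists that the fit of all arrays did not. AMELX, which encodes the main enamel matrix protein, had a log2 change of 3.28 (limma adjusted p = 0.0377), with 2 of the E60 arrays above background. The epithelial genes KRT8, EPCAM and CDH1 rose by 1.28 (adjusted p = 0.0258), 1.17 (adjusted p = 0.0299) and 1.11 (adjusted p = 0.0382), 3 of 23 members, with 9 passing adjusted over the list alone. The mesenchymal transcription factor TWIST2 rose by 2.70 (adjusted p = 0.0189), the cartilage link protein HAPLN1 by 1.98 (adjusted p = 0.0281), the Notch target HEY2 by 1.25 (adjusted p = 0.0254) and the WNT receptor FZD2 by 1.18 (adjusted p = 0.0490).

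In the same fit BGLAP, which encodes osteocalcin, fell by 2.18 (adjusted p = 0.0190) and COL1A2, a chain of type I collagen, fell by 1.59 (adjusted p = 0.0437), so that 6 of the 16 bone genes passed. TNNC2, a troponin, fell by 1.75 (adjusted p = 0.0167), 1 of 4 muscle genes called. Vessel genes ERG and TEK fell by 1.58 and fell by 1.24 (adjusted p = 0.0440 and 0.0395), and the leukocyte genes CD53, LAPTM5 and CCL2 fell by 1.92, fell by 1.37 and fell by 1.34 (adjusted p = 0.0361, 0.0298 and 0.0249). S100A9, a calcium-binding protein of neutrophils and mucosa, fell by 2.26 (adjusted p = 0.0121).

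Agreement between probe sets of 1 gene was measured in both steps, and the difference between the steps was not tested. Over 845 genes with a pair of bright probe sets, the correlation of their changes across genes, which are not independent replicates, was 0.337 between E50 and E60 and 0.571 between E60 and E70, and 65.1% and 65.8% of pairs moved in the same direction.

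The 3-stage test called 1392 named genes and 4247 probe sets here. The first is lower and the second is higher than the count quoted from the study above, whose unit, genes or probe sets, is not clear. No symbol was carried by 13732 of the tested probe sets. The pairwise counts are not compared, because the study does not state their thresholds.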
